A study of Rattus norvegicus with 23 samples. Its data were reported in "Flipping the transcriptional switch from myelin inhibition to axon growth in the CNS" (2015).

How the data were processed

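RNA from lumbar dorsal root ganglia (L4 and L5) of Long-Evans rats was measured after transection of the sciatic nerve at postnatal days 20 to 24. Animals survived for 4, 8, 12, 18, 24, 48, 148 or 296 h. Each of the 23 arrays held a lesioned sample labelled with Cy5 and an intact sample labelled with Cy3, on spotted oligonucleotides with dendrimer labelling. There were 3 arrays at each time up to 148 h and 2 arrays at 296 h. The second array of the last group carries 296 h in its title and 294 h in its time label, and was kept in that group. The labels also call the material cultured cells, and their labelling text speaks of cAMP-treated cultures, while the treatment text describes ganglia removed after surgery. The time and lesion labels were used here. The labels do not say whether replicate arrays came from separate animals or from which animals the intact RNA came, so the p-values measure only the spread between these samples.

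The deposited values were linear ratios of the 2 channels, 1 ratio per probe and array as the authors gave them, and the median of each array was near 1. The direction of the ratio was not stated and was taken from the dyes as lesioned over intact. Scanner software, background correction and within-array normalization were not given in the sources used here, and no intensities were used, so signal over background is unknown and the number of arrays limits the precision. All ratios were above 0 and were converted to log2 without an offset. No array exchanged the dyes. A dye effect of a single probe therefore adds to every lesion effect and to the mean over the times, and cancels in a difference between times only if it stayed constant.

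The 5088 probes carried 1 gene symbol in 4423 cases, several in 2 and none in 663. Those symbols stood for 4153 genes, of which 191 had 2 or more probes. Entrez identifiers of 4375 probes matched the reference table, and no symbol changed. On 17 arrays between 77 and 143 probes lacked a value (full arrays), and on 6 arrays between 735 and 3025 did (sparse arrays). The dividing limit of 200 missing probes was set after the missing values were counted. Sparse arrays were replicates 2 and 3 at 48 h, all arrays at 148 h and replicate 2 at 296 h.

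Lesion effects were fitted with limma 3.58.1 in R 4.3.3, with a mean for each time over all 23 arrays and a moderated variance per probe. A standard error given below uses that variance, so it can be smaller than the spread of the arrays of 1 time. Contrasts were fitted exactly in the presence of missing values. A single time was tested on probes measured on at least 2 of its arrays. The mean over the 8 times, the moderated F-test of equal times, and late minus early (mean of 48, 148 and 296 h minus mean of 4, 8 and 12 h) were tested on the 2327 probes with at least 2 arrays at every time. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene lists were written from general knowledge and the study's text, with 33 lists in all. They were tested with cameraPR on moderated t, using 1 probe per gene, lists with at least 3 tested genes, a preset correlation of 0.01, and again with a correlation estimated from residuals. Where a list had no estimated correlation, too few members were measured on all arrays.

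Genes were named by a rule. In the mean effect, the 12 highest and 12 lowest probes past the threshold were named if at least 7 of the 8 times had the same sign. In late minus early, the 12 highest and 12 lowest were named, and at each time the 3 highest and 3 lowest. All measured genes of the study's cAMP panel, the genes its text discusses and the gp130 cytokine list were named. For other lists, up to 4 members past the threshold were named. Not every gene this rule names is reported here. Groups, tests, lists and this rule were chosen before the data were examined. Later choices were the reading of the rule for lists (late minus early first, then the mean effect) and which single times of the panel genes entered the comparison of settings.

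The fit was tested on simulated data with the arrays and missing values of the series, 5 draws, and 200 changed probes of log2 0.5, 1 or 2 at 48 to 296 h. When the simulated spread was equal on all arrays, between 3.7% and 7.2% of the calls at the changed times and in the joined tests were false. Array weights put the spread of the sparse arrays at 1.96 times that of the full arrays. With that ratio simulated, 33.5% of the calls at 48 h, 60.3% at 148 h and 14.8% at 296 h were false, and 7.7% of those in late minus early, 9.9% in the F-test between times and 7.5% in the mean effect. With array weights in the fit these shares were 2.4%, 6.9%, 2.3%, 2.9%, 3.5% and 3%. Counts with array weights therefore stand beside those with equal weights.

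The results were refitted with median centring, scaling between arrays, other filters on missing values, robust variance, array weights, the mean of the probes of a gene, a replicate block, leaving out replicates, single-time fits, the study's t-test on log2 ratios, a fold limit of 1.5 and other choices of times. The scaling routine first chosen divides a plain matrix by column medians, which are near 0 for log ratios, and gave meaningless counts. The limma routine that equalizes the median absolute log ratio was used instead. Chosen after seeing the data were fits with full arrays only, array class as a block, probes with 1 gene symbol only, leaving out plates 36, 52 and 53 (as the probe names number them), limiting log2 ratios to 4, leaving out each of the 23 arrays from the joined tests, and array weights and scaling for the gene lists and their members. Tables were handled with pandas 2.3.3 and plots with matplotlib 3.10.9 under Python 3.11.15.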

Results

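The series followed rat dorsal root ganglia from 4 to 296 h after a cut of the sciatic nerve, the conditioning lesion after which these neurons gain capacity for axon growth. Each array compared lesioned with intact ganglia directly. The 17 full arrays measured 4945 to 5011 probes, and their log2 ratios had a standard deviation (SD) of 0.506 to 0.913. The 6 sparse arrays measured 2063 to 4353 probes with an SD of 1.216 to 1.606. They held every array at 148 h, so time and array class overlapped. Spearman correlations across probes were positive for all 253 pairs of arrays, from 0.055 to 0.498 with a median of 0.239. Probes are not independent replicates in such correlations.

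The first comparison asked which transcripts differed between lesioned and intact ganglia within a day. Atf3, an injury-induced transcription factor, stood 2.60-fold higher at 8 h (log2 1.38 ± 0.13, SD, n = 3), 2.92-fold at 12 h and 6.10-fold at 18 h (log2 2.61 ± 0.49, n = 3). At 24 h it was 4.85-fold higher (log2 2.28 ± 0.49, n = 3). Ccl2, a chemokine that attracts monocytes, rose at 8 h on both of its probes, with log2 ratios of 1.66 ± 0.40 and 0.99 ± 0.33 (n = 3 each). Gadd45a, a stress-response gene, rose at 18 h by log2 1.88 ± 0.33 and at 24 h by 2.25 ± 0.50 (n = 3 each). The neuropeptide precursor Vgf rose at 18 h by log2 1.51 ± 0.41 and at 24 h by 1.85 ± 0.25 (n = 3 each) on probe 1D09. On its other probe the values were 0.90 and 0.80, neither past the threshold.

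Hspb1 and Stmn4, of the regeneration-associated list, passed the threshold later on the first day. The small heat shock protein gene Hspb1 rose by log2 0.95 ± 0.19 (standard error, SE, n = 3) at 18 h and 0.93 ± 0.19 at 24 h. Stmn4, of the stathmin family of microtubule regulators, rose by 0.93 ± 0.22 (SE, n = 3) at 24 h. Of 26 measured genes of this list, 1 was higher at 8 h and at 12 h, 3 at 18 h and 4 at 24 h, and Reg3b was lower at 4 h on probe 52G12 (-1.13). Adjusted over the list alone, 5 were higher at 24 h. At 24 h the cholesterol synthesis genes Msmo1 and Fdps rose by log2 0.94 ± 0.19 and 0.82 ± 0.14 (SE, n = 3), and the neurofilament gene Nefh by 1.17 ± 0.21. Rgs4, a regulator of G protein signalling, fell by 1.32 ± 0.31, and the protein kinase A subunit gene Prkacb fell by 1.71 ± 0.34. The SDs of their arrays at 24 h were 0.70 and 1.24. Oxidative phosphorylation genes Atp5me and Cox8a were higher at 4 h, by 0.87 ± 0.14 and 0.66 ± 0.14.

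Some large ratios of the first day belonged to probes that already differed at 4 h and were past the threshold at every later time. Vegfd, a vascular growth factor gene, was 7.87-fold higher at 4 h (log2 2.98 ± 1.12, SD, n = 3) and 29.4-fold at 48 h. Rps6kb1, the p70 S6 kinase gene, was 3.84-fold higher at 4 h. Ccnd1 (cyclin D1, probe 53G02) was 9.46-fold lower at 4 h (log2 -3.24 ± 0.27, n = 3), and Vegfa was 4.90-fold lower (log2 -2.29 ± 0.22). Fgfr1-ps1 had -2.34 ± 0.27 at 4 h and -2.07 ± 0.29 at 12 h. Another probe of each of Ccnd1, Vegfa, Vegfd and Rps6kb1 had a mean log2 ratio over 4 to 12 h of -0.20, -0.12, -0.11 and -0.03.

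Further genes among the 3 highest or lowest of a time were less regular. Barhl1, a homeobox gene, had 2.08 ± 1.37 at 4 h. Gzmb (granzyme B) had -3.27 ± 2.48 (n = 2) and Birc3, an inhibitor of apoptosis, had -2.73 ± 0.78 (n = 3) at the same time. Complement gene C5 had -2.84 ± 0.95 at 8 h. At 24 h Khdrbs1, an RNA-binding protein gene, had 3.64 ± 1.72 and Nrxn2, a synaptic adhesion gene, had -2.47 ± 0.54 (n = 3 each).

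In the test across all probes, 28 of 5015 passed the threshold at 4 h (11 higher, 17 lower), 21 of 5005 at 8 h (11 higher, 10 lower), 7 of 5020 at 12 h (4 higher, 3 lower), 18 of 5015 at 18 h (9 higher, 9 lower) and 71 of 5011 at 24 h (34 higher, 37 lower). All 18 probes past the threshold at 18 h were past it at 24 h with the same sign. These counts moved with the setting: with array weights they were 97, 64, 183, 104 and 314, and without plates 36, 52 and 53 they were 10, 7, 2, 8 and 37. After scaling of the arrays they were 86, 65, 109, 141 and 217, of which 25, 24, 43, 53 and 76 were higher. Leaving out replicates gave 4 to 21, 3 to 12, 2 to 8, 5 to 12 and 3 to 33. With only the arrays of a time in the fit the counts were 0, 0, 0, 3 and 3.

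**Figure D1:**
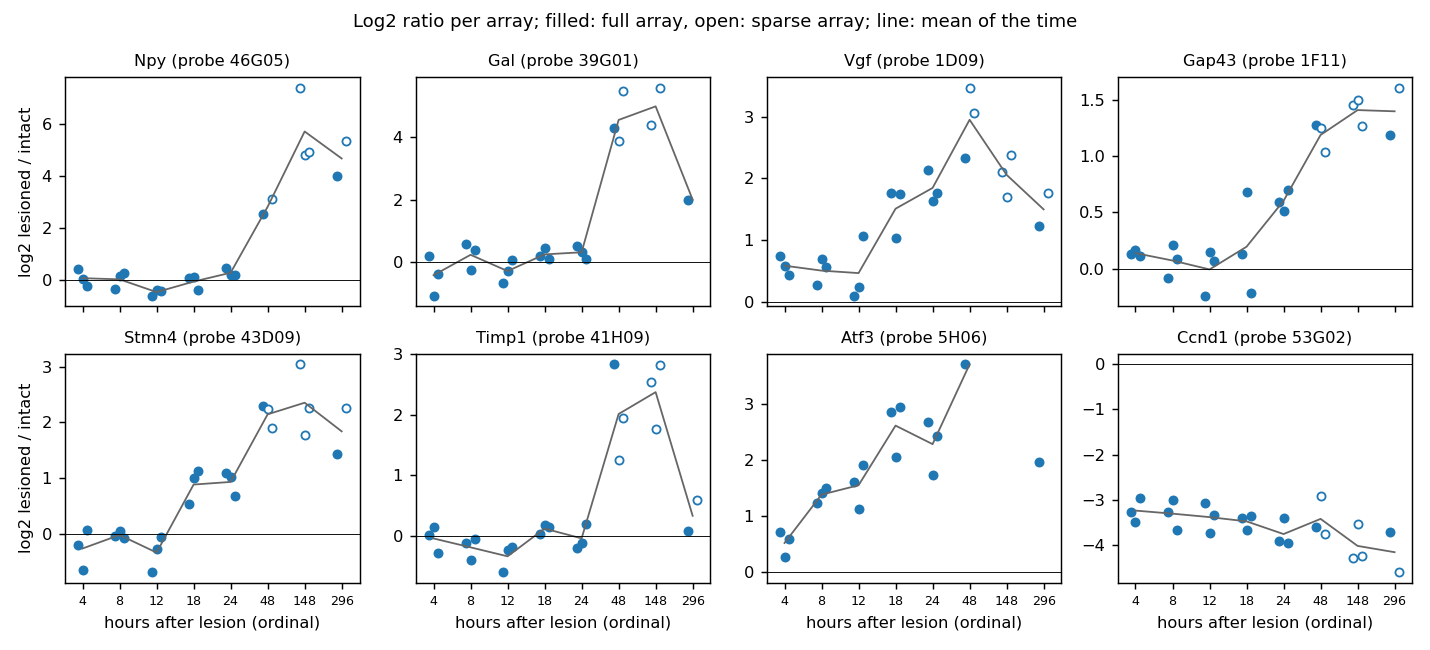
Log2 ratio of lesioned over intact for 8 genes on each array (points, full arrays filled and sparse arrays open) against hours after the lesion in order of time, with the mean of each time as a line. Npy and Gal stayed near 0 through 24 h and stood at 2.81 and 4.55 at 48 h, whereas probe 53G02 of Ccnd1 was at -3.24 at 4 h and -4.17 at 296 h.

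From 48 h on the comparison covered days on which conditioned neurons have raised growth capacity. Galanin (Gal), a neuropeptide induced in injured sensory neurons, was 23.4-fold higher at 48 h (log2 4.55 ± 0.83, SD, n = 3) and 31.6-fold at 148 h (4.98 ± 0.85, n = 2). Neuropeptide Y (Npy) was 7.01-fold higher at 48 h (2.81 ± 0.42, n = 2), 51.9-fold at 148 h (5.70 ± 1.46, n = 3) and 25.3-fold at 296 h (4.66 ± 0.96, n = 2). Gap43, a growth cone protein gene, was 2.28-fold, 2.66-fold and 2.64-fold higher at 48, 148 and 296 h. Vgf reached 7.72-fold at 48 h on probe 1D09, while its probe 52D09 had a log2 ratio of 0.31 there, not past the threshold. At 296 h probe 52D09 had -2.05 (adjusted p = 0.0331), which came to 0.18 with full arrays only. The peptide gene Vip rose by log2 2.17 ± 0.57 (SE, n = 3) at 148 h, while Cck fell by 1.45 ± 0.27 at 48 h and by 1.21 ± 0.26 at 148 h. With array weights the values of Vip and Cck at 148 h and of Gap43 at 296 h were not past the threshold (adjusted p = 0.177, 0.0678 and 0.0944).

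Some nociceptor genes stood lower. Tac1, the substance P precursor, fell by log2 0.92 ± 0.18 (SE, n = 3) at 48 h and by 1.49 ± 0.18 at 148 h. Calca, the CGRP gene, fell by 1.67 ± 0.20 at 148 h on probe 35C05, with -0.89 on probe 52C03, also past the threshold, the sodium channel gene Scn10a fell by 1.14 ± 0.21, and somatostatin (Sst) fell by 1.09 ± 0.34 (n = 3 each). Of 13 measured genes of this list, 4 were lower and 0 higher at 48 h, and of 11 measured at 148 h, 4 were lower and 0 higher. Adjusted over the list alone the counts lower were 5 and 4. With array weights Tac1 at both times and Calca stayed past the threshold, and Scn10a and Sst did not (adjusted p = 0.113 and 0.257 at 148 h).

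Cells other than neurons were represented by their markers. The complement gene C1qb, a macrophage and microglia marker, rose 3.19-fold at 48 h and 11.6-fold at 148 h (log2 3.53 ± 0.78, SD, n = 2), and lysozyme (Lyz2) rose by 2.04 ± 0.32 (SE, n = 2) at 148 h. Timp1, a protease inhibitor of the extracellular matrix, rose 4.04-fold at 48 h and 5.19-fold at 148 h, with log2 0.33 ± 0.36 (SD, n = 2) at 296 h. Matrix genes went in both directions: Dcn rose by 1.12 ± 0.22 and Lum by 0.89 ± 0.20 at 148 h, while Col1a1 fell by 0.88 ± 0.19 at 48 h. Myelin genes did too: Mbp, the myelin basic protein gene, fell by 0.72 ± 0.19 at 148 h and by 1.36 ± 0.23 at 296 h, while Mal rose by 2.24 ± 0.53 and Cnp by 0.60 ± 0.18 at 148 h and Gjb1 by 1.16 ± 0.31 at 48 h. Of the proliferation genes at 148 h, Pcna, Cdk1 and Cdk4 rose by 1.06 ± 0.24, 1.40 ± 0.39 and 0.76 ± 0.20, and Ccne1 and probe 30F03 of Ccnd1 fell by 0.90 ± 0.31 and 1.24 ± 0.36. The skeletal muscle genes Tnnc2 and Mb had 2.43 ± 2.69 and 1.63 ± 1.39 (SD, n = 2 each) at 148 h, on arrays that differed widely. With array weights C1qb, Lyz2, Timp1 and Mal stayed past the threshold at 148 h, and none of the other genes of this paragraph did.

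Ion channel and receptor genes also passed the threshold at these times. Cacna2d1, a calcium channel subunit gene, rose by log2 2.76 ± 0.31 (SE, n = 3) at 48 h, and the AMPA receptor gene Gria1 rose by 2.06 ± 0.37 at 48 h and 3.36 ± 0.45 (n = 2) at 148 h. The arrays themselves were wider, with an SD of 1.26 for Cacna2d1 and of 0.75 and 1.89 for Gria1 at 48 and 148 h. Cacna1i fell by 2.33 ± 0.28 at 48 h and Kcnd1 fell by 1.17 ± 0.23 at 148 h. The GDNF receptor gene Gfra1 rose by 1.47 ± 0.37 at 48 h and by 2.56 ± 0.37 at 148 h, and the neurotrophin receptor gene Ngfr fell by 0.70 ± 0.20 at 148 h. With array weights Gfra1 at 48 h and Ngfr were not past the threshold (adjusted p = 0.0801 and 0.158). Adenylyl cyclase 2 (Adcy2) fell by 2.14 ± 0.34 at 48 h and by 2.56 ± 0.34 at 148 h on probe 52E09, which had -0.81 over 4 to 12 h against 0.09 on the other Adcy2 probe.

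Other genes of the largest ratios also rested on few or divergent arrays. Reg3b, a secreted lectin gene, had 3.40 ± 1.62 (SD, n = 3) at 48 h on probe 32G07. Its probe 52G12 had -0.16 at 48 h, -0.49 at 148 h, 0.13 in late minus early and a mean effect of -0.28. Crabp2, a retinoic acid binding protein gene, had 3.93 ± 0.66 (n = 2) at 148 h. Bcan had -4.89 ± 4.19, Apbb3 -6.06 ± 6.34 and Acsm2 -5.33 ± 0.71 at 48 h (n = 2 each). At 148 h Efemp1 had -5.15 ± 2.75, Insig1 -5.29 ± 1.15 and Klrg1 -7.71 ± 5.40 (n = 2 each). At 296 h Naa35 had 2.98 ± 1.28, Slc5a6 3.03 ± 3.20, Ptgs2 -4.44 ± 0.70 and Rnase4 -4.24 ± 3.70 (n = 2 each).

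At 48 h 706 of 4471 probes passed the threshold (359 higher, 347 lower), at 148 h 931 of 3187 (514 higher, 417 lower) and at 296 h 264 of 2833 (140 higher, 124 lower). With array weights the counts were 182, 291 and 4. Of members of the gene lists past the threshold at these times (76, 117 and 42), 20, 37 and 1 stayed past it with array weights, while all of those at 4 to 24 h did. The count at 296 h ran from 1 to 633 when replicates were left out. Of the probes tested at both 48 and 148 h, 291 passed at both with the same sign and 5 with opposite signs, against 76.38 for independent lists. The lists were not independent, as both times shared the variance per probe, the order of the dyes and the sparse array class. The excess over 76.38 therefore cannot be read as a lesion effect alone.

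**Figure D2:**
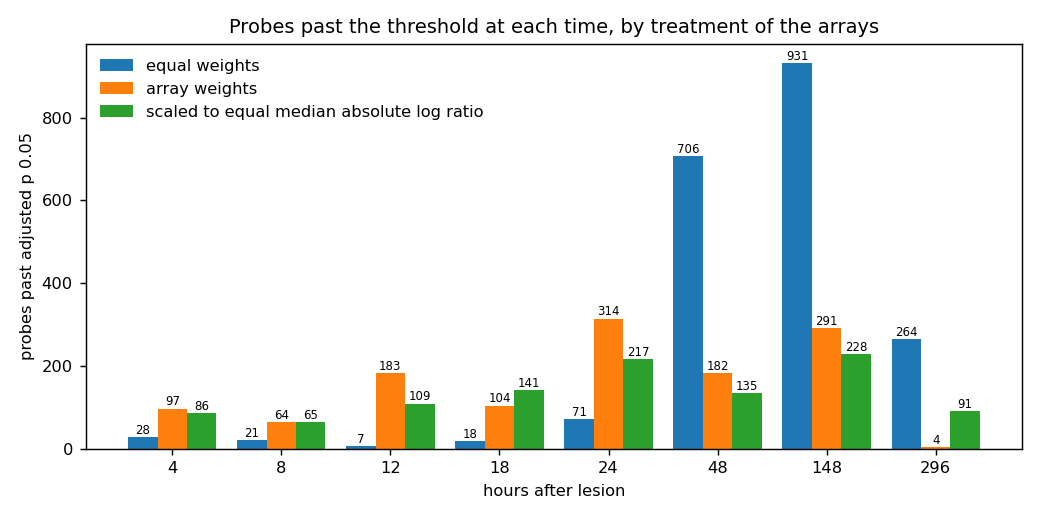
Number of probes past an adjusted p of 0.05 at each time, with equal weights, with array weights and after scaling the arrays to an equal median absolute log ratio. With equal weights the count was 71 of 5011 tested probes at 24 h and 931 of 3187 at 148 h, and with array weights it was 314 (6.3%) and 291 (9.1%).

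Late minus early set the days against the first hours, where a constant dye effect cancels. Npy had the largest difference, log2 4.51 ± 0.32 (SE; n = 8 late and 9 early arrays before missing values), or 22.8-fold. Naa35, an N-acetyltransferase subunit gene, rose by 2.59 ± 0.29, Stmn4 by 2.32 ± 0.18, Reg3b by 2.11 ± 0.59 on probe 32G07, the small GTPase gene Rhoq by 2.08 ± 0.31 and C1qb by 2.00 ± 0.29. The splicing regulator gene Ptbp2, the RNA helicase gene Ddx1, Timp1, the calcium-binding protein gene Ocm, Lyz2 and the purine synthesis gene Atic rose by 2.00, 1.87, 1.77, 1.74, 1.74 and 1.71, with 0.34 on the other probe of Ddx1. The proteoglycan gene Bcan fell by 3.28 ± 0.87, angiotensin-converting enzyme (Ace) by 3.27 ± 0.76, Apbb3 by 3.10 ± 0.86 and Cpb1 by 2.62 ± 0.46. The other Bcan probe had -0.41, and Apbb3 came to -0.17 with array class as a block, not past the threshold. Nexn, Ptgs2 (cyclooxygenase 2), the axon guidance gene Sema3a, Agxt2, Pcdhb12, Map2k1, Grb14 and Inpp4b had differences from -2.19 to -1.96.

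The regeneration-associated genes stood higher late than early as a set (adjusted p = 5.1e-06, and 0.000372 with an estimated correlation). Of 16 tested members 7 rose and 1 fell, with a median log2 difference of 0.46, and 8 and 1 adjusted over the list alone. Gap43 rose by 1.26 ± 0.12, the adhesion receptor gene Cd44 by 1.46 ± 0.31, Stat3, a transcription factor of cytokine signalling, by 1.28 ± 0.33 and Hspb1 by 0.83 ± 0.15, while Nrn1 fell by 0.74 ± 0.14.

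Injury-associated neuropeptides were higher as a set (adjusted p = 0.0106, and 0.0463 with an estimated correlation), with 2 of 6 members higher and 1 lower, and 3 and 1 adjusted over the list alone. Npy and probe 1D09 of Vgf (1.65 ± 0.19) rose, while probe 52D09 of Vgf had -0.64 ± 0.39, not past the threshold. Adcyap1, the PACAP gene, fell by 0.77 ± 0.14.

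Nociceptor and peptidergic genes were lower as a set (adjusted p = 0.00028, and 0.0463 with an estimated correlation). Of 11 tested members 3 fell and 0 rose, and 6 fell adjusted over the list alone, with a median of -0.53. Scn10a fell by 0.99 ± 0.18, Calca by 0.85 ± 0.17 and Tac1 by 0.83 ± 0.15.

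Oxidative phosphorylation genes were lower as a set (adjusted p = 0.0284), a call lost with an estimated correlation (adjusted p = 0.0567). Of 18 members Cox8a fell by 0.40 ± 0.10 and Atp5me by 0.33 ± 0.10, and the median was -0.16. The genes discussed in the study's text, chosen partly on such arrays and so no independent evidence, were higher as a set (adjusted p = 0.000481, and 0.000372 with an estimated correlation), 3 of 7 rising: Gap43, Vgf on probe 1D09 and Basp1, a growth-cone protein gene, by 0.51 ± 0.14 on probe 28A06, against -0.13 on its other probe.

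**Figure D3:**
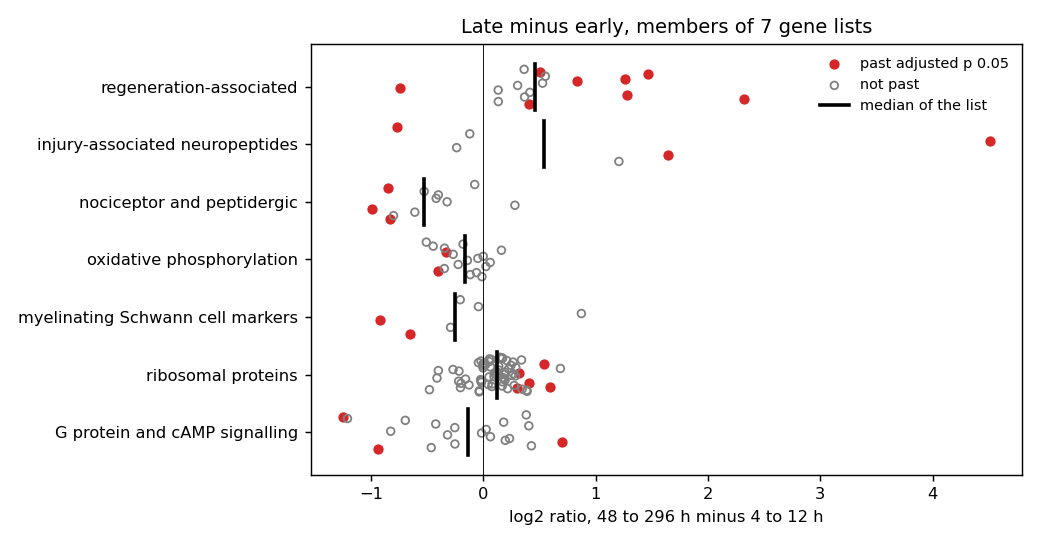
Late minus early log2 difference of each member of 7 gene lists, with members past the threshold filled, others open and the list median as a bar. The median was 0.46 for regeneration-associated genes and -0.53 for nociceptor and peptidergic genes.

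Regeneration-associated and nociceptor genes passed the set test with array weights, scaling, array class as a block, full arrays only and the mean of the probes of a gene. Injury-associated neuropeptides were not past the threshold with scaling (adjusted p = 0.127), array class as a block (0.0642) or the mean of the probes (0.175). Oxidative phosphorylation was not with array class as a block (0.0726), full arrays only (0.229) or the mean of the probes (0.0911), nor the text genes with the mean of the probes (0.175).

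With equal weights, all arrays and no scaling, no other list passed the late minus early set test. Further lists did so under alternatives: myelinating Schwann cell genes (lower, adjusted p = 0.0032) and cholesterol synthesis genes (lower, 0.0233) with scaling, and the study's cAMP panel (higher, 0.00836) with full arrays only. Without plates 36, 52 and 53 the Schwann cell genes (0.0465) and the panel (0.0113) passed. When replicates or single arrays were left out, the Schwann cell genes passed in 6 fits (0.0181 to 0.0474), the panel in 1 (0.0492) and macrophage genes, higher, in 1 (0.000474). Myelinating Schwann cell genes had a median of -0.25 (adjusted p = 0.0855), with Mbp falling by 0.93 ± 0.16 and Prx by 0.65 ± 0.15. Of 66 ribosomal protein genes 5 rose and 0 fell (3 and 0 adjusted over the list alone), among them Rps27l by 0.59 ± 0.15. Of 17 glycolysis genes 2 rose and 2 fell, with Slc2a1, the glucose transporter, at 1.12 ± 0.26 and Hk2 at -1.43 ± 0.41. G protein and cAMP signalling genes had 1 higher and 2 lower of 20, with Adcy2 at -1.25 ± 0.28, Rgs4 at -0.94 ± 0.27 and Prkar2b at 0.70 ± 0.20. Neurotrophic factors and receptors had 1 higher and 1 lower of 9, Gfra1 at 1.47 ± 0.31 and Ngfr at -0.64 ± 0.17. Fibroblast and matrix genes had 2 higher and 0 lower of 15, Timp1 and Dcn (0.76 ± 0.19), and proliferation genes 2 higher and 0 lower of 8, Cdk1 (1.21 ± 0.33) and Pcna (0.86 ± 0.20).

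Smaller counts came from the remaining lists. Metallothionein and antioxidant genes had Sod2 higher and Mt3 lower (-0.75 ± 0.14) of 17, and the proteasome Psmc1 higher and Psma2 lower of 23. Probe 52G03 of Mt1, not the one used for the list, had -0.72, past the threshold. The 2 other Mt1 probes had a mean of -0.34. Single genes rose in the potassium channel list (Kcna2, 0.77 ± 0.20, of 10), the immediate early list (Dusp1, 1.33 ± 0.25, of 3) and the apoptosis list (Casp9, 0.97 ± 0.29, of 12, against 0.09 on its other probe). Single genes fell in the chemokine list (Ccl2 on probe 52C04, -0.63 ± 0.17, of 4, against 0.41 ± 0.24 on probe 26C01, not past the threshold), the heat shock list (Hspe1, -0.42 ± 0.10, of 13) and the synaptic vesicle list (Syn1, -0.68 ± 0.14, of 21). With 1 probe per gene, none passed among 9 sodium and calcium channel, 4 gp130, 6 satellite glia, 5 endothelial, 3 smooth muscle, 3 erythrocyte, 9 cholesterol synthesis, 14 axonal structure and 12 GABA, glycine and glutamate receptor genes. Of the axonal structure genes, Nefl on probe 52A12 and Map1b on probe 31C10 fell by 0.56 ± 0.10 and 1.12 ± 0.29, while the probes used for the list had -0.34 and 0.16. Adjusted over the list alone, the smooth muscle genes Myh11 (1.07 ± 0.38) and Acta2 (1.02 ± 0.36) were higher, and the counts were 4 higher and 2 lower for glycolysis, 1 and 4 for G protein signalling and 0 and 2 for heat shock genes. At an unadjusted p under 0.05 the limma count over all probes was 664. The macrophage, skeletal muscle and adipocyte lists had 2, 2 and 1 tested genes, too few for the set test on all arrays, and both macrophage genes, C1qb and Lyz2, rose.

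Late minus early passed the threshold for 283 of 2327 probes (172 higher, 111 lower), and 118 probes differed between the 8 times in the F-test. With array weights the counts were 155 and 31. With array class as a block 23 probes passed in late minus early, 12 of them among the 283, and leaving out replicates gave 36 to 491. Of the 64 named late minus early values past the threshold, 6 stayed past it under array weights, scaling, full arrays only and array class as a block: Npy, Stmn4, Ptbp2, Timp1, Gap43 and Map2k1. Ddx1 and Prkar2b changed sign with full arrays only (-0.33 and -0.18), and Gfra1 came to 0.07. The Map2k1 probe, 36A03, lay on plate 36, where 16 of 69 tested probes had large ratios at 4 to 12 h.

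The mean over the 8 times asked which genes differed over the whole course, with any dye effect included. Vegfd was 12.2-fold higher (log2 3.61 ± 0.23, SE, n = 23 arrays), Rps6kb1 had 2.24 ± 0.08, Rhoq 1.45 ± 0.13, Vgf 1.43 ± 0.08 and Crtac1, a cartilage matrix gene, 1.40 ± 0.07. Il3, Reg3b, Kidins220, Ccl2, Ptp4a1, Dlx1 and Gadd45a had means from 1.21 down to 1.06. Over 4 to 12 h probe 52B11 of Il3 had 1.23 and its other probe -0.30. Ccnd1 had -3.60 ± 0.08, Vegfa -3.30 ± 0.12, Fgfr1-ps1 -2.65 ± 0.12, Inpp4b -2.54 ± 0.24, Efemp1 -2.48 ± 0.25 and C5 -2.10 ± 0.22. Grb14, Dlgap2, a synaptic scaffold gene, Adam6, Pcdhb12, Map2k5 and Insig1 had means from -2.02 to -1.76. Among the probes above, those of Vegfd, Rps6kb1, Il3, Ccnd1, Vegfa, Fgfr1-ps1, Inpp4b, Efemp1, Grb14, Map2k5 and Insig1 lay on plates 36, 52 and 53. On these plates 41 of 172 tested probes had large ratios at 4 to 12 h, against 128 of 2155 on the others. For these genes a bias of the probe or plate was not separated from a lesion effect. Crtac1 passed the threshold at each of the 8 times, as did Vegfd, Rps6kb1, Ccnd1, Vegfa and Fgfr1-ps1.

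The study's cAMP panel, chosen partly on these arrays and so no independent evidence of direction, was higher in the mean effect (adjusted p = 6e-05, and 0.00575 with an estimated correlation). Of 11 members 8 were higher and 1 lower, and 9 and 1 adjusted over the list alone. Mt1 (metallothionein) had 0.76 ± 0.09 on probe 22G06, Grina 0.38 ± 0.05, Ldha 0.26 ± 0.05, Htra1 0.28 ± 0.07 and Sod3 0.24 ± 0.09, besides Vgf, Gap43 (0.62 ± 0.05) and Ccl2. The paper reports that Gap43 fell with cAMP, and that Atf3 and Gap43 parted strongly between cAMP and the lesion. A higher panel therefore does not mean that the lesion repeated the cAMP response. Il6, the interleukin-6 gene, had -0.20 ± 0.07, with 0.33 ± 0.04 (SD, n = 3) at 48 h and -0.66 ± 0.51 (n = 2) at 148 h. Its value at 48 h was not past the threshold. Its value at 148 h was (adjusted p = 0.049), but not with array weights (adjusted p = 0.369). Fbln5 and Igfbp5 had 0.15 and 0.01, not past the threshold, and Atf3, Slpi and Egr1 lacked enough arrays for this test. Atf3 was 12.97-fold higher on a single array at 48 h and was not tested there. Slpi had 0.52 on a single array at 48 h and was not tested there, while Egr1 had 1.58 ± 1.81 (SD, n = 2), past the threshold with equal weights and not with array weights (adjusted p = 0.0726). In late minus early the panel had an adjusted p of 0.205. Chance was not excluded for the number of gene lists passing in the mean effect. With the signs of the arrays turned at random, 16 of 100 arrangements gave as many lists as the real 2, on probes measured on all arrays.

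Probes of the same gene parted for Mt1 and Vgf, of the panel, and for Basp1, of the study's text genes. Mt1 had -0.39 ± 0.04 on probe 52G03 and -0.09 on probe 52F03, Vgf 0.04 ± 0.17 on probe 52D09, and Basp1 -0.54 ± 0.10 on probe 52H06 against 0.04 on probe 28A06. The genes of the study's text, with the same limit as evidence, had 3 higher and 2 lower of 7 (adjusted p = 0.0262, and 0.0253 with an estimated correlation). The call ended with array weights (adjusted p = 0.238), scaling (0.396) and the mean of the probes (0.704). Among them Sprr1a had -0.87 ± 0.12 on probe 52E03, of plate 52. Its ratios of lesioned over intact were already 0.41, 0.49 and 0.41 on the arrays at 4 h. Its late minus early difference was 0.41 (adjusted p = 0.359), not past the threshold. A bias of this probe or the dyes was not separated from a lesion effect. Of the gp130 list, Cntf, a neurotrophic cytokine gene, was higher by 0.45 ± 0.10, and its receptor gene Cntfr had -0.90 ± 0.14. Il6st (-0.18) was not past the threshold. At 48 h Lifr had 0.58 ± 1.70 (SD, n = 3) and probe 52C06 of Lif 0.44 ± 0.12 (n = 2), neither past the threshold. Probe 26D11 of Lif (0.45) and Ctf1 (1.17) had a single array at 48 h and were not tested.

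Regeneration-associated genes were also higher in the mean effect (adjusted p = 0.0274; 6 higher, 3 lower of 16), a call lost with an estimated correlation (adjusted p = 0.129). The same held for injury-associated neuropeptides (adjusted p = 0.0262, and adjusted p = 0.0566 with an estimated correlation; 3 higher, 1 lower of 6). Scaling ended both calls as well (adjusted p = 0.392 and 0.143). The mean of the probes of a gene also ended the neuropeptide call (adjusted p = 0.25). Endothelial genes had a median of -0.79, with Tie1 at -0.88 ± 0.15, Nos3 at -0.84 ± 0.11 and Vwf at -0.79 ± 0.28, but no set call (adjusted p = 0.582), and Tek and Cldn5 had 0.16 and 0.22, not past the threshold. The 3 other Nos3 probes had a mean of 0.21 over 4 to 12 h against -0.80 for the probe named. Synaptic vesicle genes had 3 higher and 11 lower of 21, and ribosomal protein genes 23 higher and 9 lower of 66, neither with a set call (adjusted p = 0.613 and 0.523).

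Among the other lists of the mean effect, the satellite glia gene Sox10 had 0.51 ± 0.10 and Fabp7 and Glul -0.47 ± 0.12 and -0.32 ± 0.10. The cholesterol synthesis genes Msmo1, Sqle, Fdps and Idi1 had 0.50, 0.38, 0.30 and 0.19, and Insig1 and Cyp51 -1.76 and -0.24. The glutamate receptor genes Grm3, Grin3a, Grik1 and Grm5 had -1.24, -0.99, -0.57 and -0.52. The axonal genes Map1a and Ina had 0.56 each, and Uchl1 and Add1 -0.56 and -0.68. The calcium channel genes Cacna1b and Cacna1e had 0.34 and 0.27, and Cacna1a and Cacnb1 -0.62 and -0.40. Myl9 had -0.37, Ckm -0.45, Tnni2 0.32, Hbb -0.32 and Lpl -0.74.

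In the mean effect 1128 of 2327 probes passed the threshold (526 higher, 602 lower), and 341 of them also exceeded a 1.5-fold change. With array class as a block the count was 550. Large ratios at 4 to 12 h were most frequent on plates 53 (6 of 20 tested probes), 43 (16 of 66), 36 (16 of 69), 52 (19 of 83) and 16 (14 of 71), which were picked out after their shares were seen. The refit without plates 36, 52 and 53 kept plates 43 and 16, so it did not cover all of these plates.

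**Figure D4:**
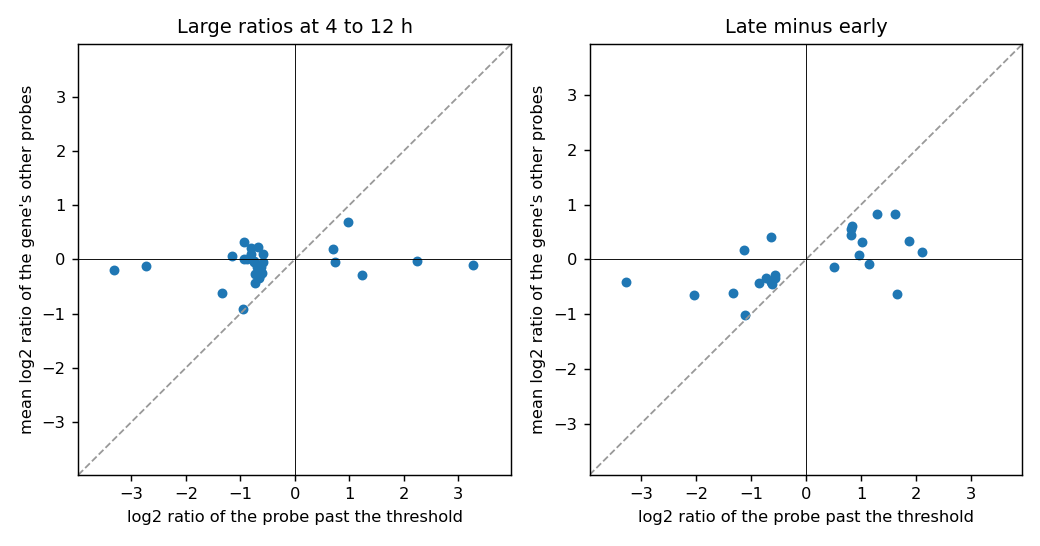
Mean log2 ratio of the other probes of a gene against the log2 ratio of its probe past the threshold, for large ratios at 4 to 12 h (28 genes) and for late minus early (24 genes), with equality dashed. The other probes held a median share of 0.05 of the ratio in the first set and 0.47 in the second.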

Values the study reported

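The study reported that interleukin-6 mRNA rose 15-fold in cultured neurons given cAMP for 18 h. It reported a 77-fold rise in ganglia 2 days after a conditioning lesion, measured by quantitative PCR. It counted 223 genes altered in 1 or more of its growth paradigms and 7 common to them.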

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

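The tests of technical explanations in this part were chosen after the results were seen. The refits with array weights, scaling and probes measured on all arrays, whose probe counts are also used here, had been planned. Lesion effects differed between the times by the F-test for 118 probes and by late minus early for 283 probes. By the same difference between late and early times, Npy rose by log2 4.51, Gap43 by 1.26 and probe 1D09 of Vgf by 1.65, whereas probe 52D09 of Vgf had -0.64, not past the threshold. Scn10a, Calca and Tac1 had differences of -0.99, -0.85 and -0.83. Groups of 2 or 3 arrays were not tested for a single array lying far from the others. Array weights from the fit over all times ran from 0.224 (replicate 1 at 148 h) to 3.103 (replicate 2 at 12 h). No column of the deposited table was left unused.

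The first pattern weighed was the large ratios of Ccnd1, Vegfd, Vegfa and Rps6kb1 already present at 4 to 12 h. Other probes of the same genes had the same sign for 17 of 28 genes (60.7%, 95% interval 40.6 to 78.5), so a bias of the probe or dyes and a lesion effect within 12 h cannot be told apart by sign. A test of size was added after that share had decided nothing and after its values had been seen. In it the other probes held a median share of 0.05 of the ratio (-0.02 to 0.25), against 0.47 (0.12 to 0.56) for 24 genes of late minus early (permutation p = 0.0089), which argues against a lesion effect seen by other probes as fully as later effects. A probe or dye bias stays open, as no array exchanged the dyes.

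The second pattern was the larger number of probes past the threshold from 48 h on. Late minus early was fitted on the sparse arrays and its sign looked up in the 2 full late arrays, with separate early arrays. Only 2 probes passed the adjusted threshold there, so the 349 with an unadjusted p under 0.05 were used, and 260 (74.5%, 69.6 to 79.0) kept their sign, against 60.0% of all 3622 probes. The interval takes probes as independent, but all were checked on the same 2 full late arrays, so it is too narrow. Differences of the 349 probes in the full late arrays had a median of 0.21 of those on the sparse arrays. On these few arrays, the share of 74.5% argues against noise, or an offset confined to the sparse arrays, as the only source of these differences. It does not decide the count, because the signs of late minus early are not counts at single times and the limit written before the share was seen did not take this into account. With array weights 314 probes (6.3% of those tested) passed at 24 h against 182 (4.1%), 291 (9.1%) and 4 (0.1%) at 48, 148 and 296 h. Both arrays at 296 h had a weight of 0.39 although their SDs were 0.549 and 1.6. The weights therefore could not set the wide array apart there, and the count at 296 h does not bear on spread. With scaling the counts were 217 (4.3%) against 135 (3%), 228 (7.2%) and 91 (3.2%). Other settings kept more calls at 48 and 148 h: with array class as a block 89 at 24 h stood against 286, 272 and 26 at 48, 148 and 296 h, and on the 1501 probes measured on all arrays 191 against 351, 555 and 236, though both keep the wide arrays at equal weight. With full arrays only 490 of 4970 passed at 48 h against 252 of 5011 at 24 h, but 13 at 296 h. The 48 h count rests on 1 array, which had the highest SD of the full arrays, 0.913. Wider spread as the whole cause of the larger count and the time since the lesion cannot be told apart on these values. A partial offset shared by the sparse arrays stays open too, as only 48 and 296 h hold both array classes. The class term passed for 49 of 2327 probes, 327 having an unadjusted p under 0.05. With it 23 probes passed in late minus early, 272 of the 283 kept their sign, and the median size went from 0.964 to 0.641 while the median SE went from 0.228 to 0.354.

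The third pattern was the probes missing on the sparse arrays, among them Atf3, which lacked a value on all 6. Probes missing on at least 3 of these arrays had a median SD at 4 to 24 h of 0.478 (1755 probes), against 0.309 for probes measured on all of them (1507 probes), a ratio of 1.55 (1.51 to 1.62). This is consistent with dim spots having been left out, which the absence of intensities keeps from a direct test. No biological explanation was tested.

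Other groupings of the same arrays were counted for the joined tests and for each time with 3 arrays. The test at 296 h, with 2 arrays, was not regrouped. At a single time only 4 sign patterns exist, too few for a share under 0.05. In each case 1 pattern, the real arrangement, gave as many probes: 28 against at most 0 at 4 h, 21 against 1 at 8 h, 7 against 0 at 12 h, 18 against 0 at 18 h, 71 against 0 at 24 h, 706 against 94 at 48 h and 931 against 253 at 148 h. For the joined tests 100 arrangements of the 1501 probes measured on all arrays were drawn, the real arrangement among them. For the mean effect 1 of 100 reached the real count (827 against at most 142), as for the F-test (96 against 21), late minus early (212 against 13) and the gene lists of late minus early (6 against 5). For the gene lists of the mean effect 16 of 100 gave as many as the real 2, with a highest of 5, so chance was not excluded there.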

How the results depend on the processing

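Tests with full arrays only, array class as a block, plates left out, log2 ratios limited to 4, probes with 1 gene symbol, each array left out of the joined tests, and array weights and scaling for the gene lists were chosen after the data were seen. Over 231 named results and 45 settings, 6400 of 7442 values kept direction and side of the threshold, 933 lost and 31 gained it, and 78 reversed. Of the settings, 26 only left out a replicate number or an array, so the pooled share says little about array class. Of 206 values past the threshold, 105 stayed past it with array class as a block, 138 with scaling and 149 with array weights. Robust variance and limited ratios kept all 206. Signal over background was not known, so its share in these changes was not examined, and where nothing else is said the cause was not tested. Every alternative named above was run, the scaling with another routine than first chosen. When an array was left alone at a time, it was assumed to vary like the other groups.

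With array weights the counts at 4, 8, 12, 18, 24, 48, 148 and 296 h were 97, 64, 183, 104, 314, 182, 291 and 4, with 155 in late minus early and 31 in the F-test. After scaling they were 86, 65, 109, 141, 217, 135, 228 and 91, with 74 and 16, and 1 gene list passed in the mean effect, the cAMP panel. With full arrays only the counts at 4, 8, 12, 18, 24, 48 and 296 h were 129, 48, 22, 62, 252, 490 and 13, with 1 array each at 48 and 296 h. In late minus early 97 passed (27 shared) and in the F-test 57. No value at 148 h was possible with full arrays. With array class as a block 286, 272 and 26 passed at 48, 148 and 296 h, 550 in the mean effect, 23 in late minus early, 26 in the F-test and 3 gene lists in late minus early, where injury-associated neuropeptides and oxidative phosphorylation were lost. Without plates 36, 52 and 53 the counts from 4 to 24 h were 10, 7, 2, 8 and 37.

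With no filter 163 passed at 296 h and 196 in the F-test. On probes measured on all arrays 18, 191, 351 and 555 passed at 12, 24, 48 and 148 h, where fewer probes were tested. The study's t-test on single times gave 438, 441, 528, 394, 567, 381, 417 and 168 at an unadjusted p under 0.05, and 0 at every time after Benjamini-Hochberg adjustment. With limma on only the arrays of a time the counts were 0, 0, 0, 3, 3, 1, 0 and 0. Late minus early gave 186 of 2327 tested probes for 148 and 296 h against 4 and 8 h. Without 296 h it gave 528 of 3026, of which 256 also passed with 296 h included. More probes then met the filter, and the late times were 48 and 148 h only. Both changed at once, so their parts in the larger count were not separated. For the gene lists of the mean effect 2 passed with an estimated correlation, and with the mean of the probes of a gene 2 passed in the mean effect (regeneration-associated and cAMP panel) and 2 in late minus early (regeneration-associated and nociceptor).

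Replicate numbers gave no hint of pairing: 77 pairs of arrays with the same number had a median residual correlation of -0.005, and 6 arrays correlated best with their own number. With the replicate block 172 probes passed at 296 h, and Igfbp5 (36B10) had a mean effect of -0.011. The block changed no other count by over 1.5 times.

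Leaving out replicates gave 4 to 21 at 4 h, 3 to 12 at 8 h, 2 to 8 at 12 h, 5 to 12 at 18 h, 3 to 33 at 24 h, 323 to 536 at 48 h, 457 to 672 at 148 h and 1 to 633 at 296 h. The ranges were 654 to 1189 in the mean effect, 36 to 491 in late minus early, 3 to 340 in the F-test, 1 to 4 gene lists in the mean effect and 2 to 7 in late minus early.

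Values past the threshold reversed in these cases. With the mean of the probes of a gene, Mt1 (52G03) came to 0.14 at 48 h and 0.10 in the mean effect, Mt1 (22G06) to -0.27 at 148 h and Vgf (1D09) to -0.28 at 296 h, since other probes of these genes went the other way. Vgf (52D09) at 296 h came to 0.18 with full arrays only. With full arrays only Ddx1 had -0.33 and Prkar2b -0.18 in late minus early, and with array class as a block Ddx1 had -0.25 and Ccl2 (26C01) -0.13 at 148 h.

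The other reversed values had not passed. In late minus early, scaling gave Ccl2 (26C01) -0.33, Grina -0.094, Cntf -0.15, Il6st 0.07 and Basp1 (52H06) 0.15, array weights gave Mt1 (22G06) 0.009 and Il6st 0.084, and the mean of probes gave Ccl2 (26C01) -0.19, Igfbp5 (36B10) 0.25, Vgf (52D09) 0.50 and Basp1 (52H06) 0.19. Full arrays only gave Ccl2 (26C01) -0.20, Cntf -0.34 and Vgf (52D09) 0.15. Array class as a block gave Mt1 (22G06) 0.04, Ccl2 (26C01) -0.50, Fbln5 0.003, Igfbp5 (36B10) 0.32, Cntf -0.62 and Vgf (52D09) 0.72. Without 296 h Mt1 (22G06) had 0.13 and Vgf (52D09) 0.11. In the mean effect, Igfbp5 (36B10) had -0.009 with median centring, -0.034 with array weights and -0.106 with the mean of probes. Basp1 (28A06) had -0.006 with scaling, -0.25 with the mean of probes, -0.025 without 296 h, -0.062 with full arrays only and -0.060 with array class as a block. Mt1 (52F03) had 0.044 with scaling, 0.096 with the mean of probes, 0.052 without 296 h and 0.12 with full arrays only and with array class as a block. At 48 h Lifr had -1.13 with full arrays only and with array class as a block.

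Leaving out replicates or single arrays carried further values across 0, given here as lowest and highest. In the mean effect these were Igfbp5 (36B10) from -0.061 to 0.077, Vgf (52D09) from -0.244 to 0.313, Mt1 (52F03) from -0.203 to 0.078 and Basp1 (28A06) from -0.006 to 0.071. In late minus early they were Sprr1a from -0.026 to 0.671, Vgf (52D09) from -1.38 to 0.104, Basp1 (52H06) from -0.385 to 0.062, Mt1 (22G06) from -0.228 to 0.060, Il6st from -0.414 to 0.273 and Cntf from -0.027 to 0.678. At 48 h Igfbp5 (49C01) ran from -0.544 to 0.329 and Lifr from -0.256 to 1.441, and at 296 h Vgf (52D09) ran from -4.277 to 0.177.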

Other observations

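Probes past the threshold at many times were few: 3605 passed at no time, 1094 at 1 time and 6 at all 8. Besides the 6 already described, Dlgap2 passed at 7 times with log2 ratios from -1.42 to -2.64, and unnamed probe 49A03 at 7 times, with -2.77 at 4 h and -3.16 at 296 h. Itgb4, an integrin gene of epithelia and Schwann cells, passed at 6 times, with log2 1.10 at 8 h and 1.12 at 18 h. Cdh1, the E-cadherin gene, had -1.24 at 4 h and -1.40 at 148 h on probe 52F10, which had a mean of -0.88 over 4 to 12 h, against 0.01 on the other Cdh1 probe. These genes were chosen after their values were seen.

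Il6 had a log2 ratio of 0.33 at 48 h (SD 0.04, n = 3), or 1.25-fold, which was not past the threshold. That is lower than the value quoted from the study above, which was measured by another method. At 148 h Il6 had -0.66 (adjusted p = 0.049), which was not past the threshold with array weights (adjusted p = 0.369).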
